# METTL3 inhibits inflammation of retinal pigment epithelium cells by regulating NR2F1 in an m^6^A-dependent manner

**DOI:** 10.3389/fimmu.2022.905211

**Published:** 2022-07-21

**Authors:** Jiayu Meng, Xianyang Liu, Shiyun Tang, Yusen Liu, Chenyang Zhao, Qian Zhou, Na Li, Shengping Hou

**Keywords:** METTL3, RPE, inflammation, M^6^A, NR2F1

## Abstract

N^6^-metyladenosine (m^6^A) RNA methylation has been proven to be involved in diverse biological processes, but its potential roles in the development of lipopolysaccharide (LPS) induced retinal pigment epithelium (RPE) inflammation have not been revealed. In this study, we explored the effects and underlying mechanisms of methyltransferase-like 3 (METTL3) in LPS stimulated RPE cells. Proliferation of METTL3-silenced RPE cells was examined by Cell counting kit-8 (CCK8) and 5-Ethynyl-2´-Deoxyuridine (Edu). Expression of tight junction proteins ZO-1 and Occludin, and secretion of inflammatory factors interleukins (IL)-1, 6 and 8 were detected by Western blotting or Enzyme-linked immunosorbent assay (ELISA). RNA sequencing and methylated RNA immunoprecipitation (MeRIP) sequencing were used to analyze the target gene nuclear receptor subfamily 2 group F member 1 (NR2F1) of METTL3. Our results showed that both human RPE (hRPE) cells and ARPE19 cells exhibited inhibited proliferation, tight junction protein expression, and increased inflammatory factor secretion after METTL3 silencing. Mechanistically, we found that NR2F1, as a METTL3-methylated target gene, inhibits Occludin level and promotes IL-6 secretion of RPE cells in an m^6^A-dependent manner. Interestingly, NR2F1 deficiency reversed the decreased Occludin expression and increased IL-6 secretion in METTL3-defective RPE cells. In conclusion, our study revealed that METTL3 attenuates RPE cell inflammation by methylating NR2F1, suggesting the critical role of METTL3 in RPE cells.

## Introduction

Retinal pigment epithelium (RPE) cells, as the monolayer and polygonal cells, are located between the retina and the choroidal vascular layer and have a variety of functions, such as phagocytosis, barrier, secretion, transport and vitamin A metabolism (1, 2).

A key function of RPE cells is to maintain the integrity of the photoreceptors and visual function. In autoimmune uveitis, the outer blood-retinal barrier (BRB) composed of RPE cells is severely damaged as a direct consequence of lymphocytic infiltration (3–6). Activated leukocytes adhered to retinal vascular plexus followed by upregulation of the adhesion molecules ICAM-1 and P-selectin, and then resulted in increased vascular permeability (7). Simultaneously, the breakdown of BRB caused leukocytes extravasation and recruitment into the retinal parenchyma. In addition, a previous study revealed that RPE cells secrete a series of cytokines, such as IL-6, in lipopolysaccharide (LPS)-induced inflammatory responses in many ocular pathological conditions (8). This study has demonstrated that LPS induced inflammation of RPE cells play a crucial role in initiating ocular inflammation and causing many intraocular inflammatory diseases such as uveitis and age-related macular degeneration (AMD).

N6-methyladenosine (m^6^A), as the most prevalent internal modification on eukaryotic mRNA, is mainly localized in the RRACH motifs (R=G/A, H=A/U/C) (9, 10). In 2011, the identification of fat mass and obesity-associated protein (FTO) as a genuine demethylase of m^6^A modification indicated that m^6^A is a reversible and dynamic RNA modification (11). The m^6^A process is regulated by multiple protein complexes termed “writers”, “erasers” and “readers”. The writer complex, which deposits m^6^A in mRNA, comprises methyltransferase-like 3 and 14 (METTL3 and METTL14) heterodimers and other adaptors (12–14). m^6^A-binding proteins, named readers, are involved in various physiological processes, such as splicing, nuclear export, transcription, translation, degradation and stability (15–17).

Previous studies mostly focused on the role of m^6^A in cancers, while current studies revealed that the dysfunction of m^6^A in macrophages is also a pathogenic factor in inflammatory diseases. Studies have demonstrated that METTL3 attenuates LPS-induced inflammation of macrophages through NF-κB in patients with rheumatoid arthritis (18, 19). Moreover, a regulatory role of m^6^A exists in other inflammatory diseases, such as systemic lupus erythematosus (SLE) and scleroderma (20–22).

However, whether m^6^A is involved in the LPS induced inflammatory response of RPE cells remains unclear, and the purpose of our research is presented here. Our data first revealed that the expression of Occludin was significantly decreased and that the secretion of inflammatory factors, including IL-1β, IL-6 and IL-8, was significantly increased in the METTL3-silenced RPE cells. Furthermore, we found that NR2F1, as a downstream target of METTL3, decreased Occludin expression and directly promoted IL-6 secretion in an m^6^A-dependent manner. In summary, we proved that METTL3 performs a crucial function in LPS stimulated RPE inflammatory response and unveiled the molecular mechanism.

## Results

### Decreased mRNA levels but increased protein expression of METTL3 in RPE cells after LPS stimulation

Given the critical effects of the methyltransferase METTL3 on inflammatory diseases, we detected the expression of METTL3 in human RPE cells and ARPE19 (an RPE cell line) cells (23, 24). Decreased mRNA levels but increased protein expression was found in both hRPE and ARPE19 cells after treatment with LPS, which revealed that METTL3 may play a similar important role in LPS induced RPE autoinflammatory response (Figure 1).

**Figure 1:**
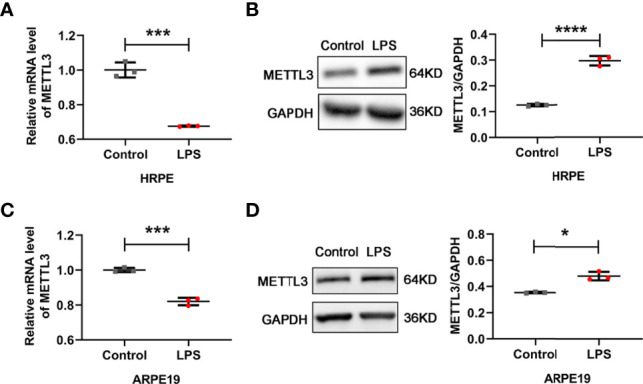
Expression of METTL3 in RPE cells after LPS stimulation. **(A, C)** mRNA level of METTL3 in LPS treated hRPE and ARPE19 cells (mean ± SD; *** P<0.001; n=3/group; unpaired Student’s t-test). **(B, D)** Protein level of METTL3 in LPS treated hRPE and ARPE19 cells. Left, representative western blotting images of METTL3. Right, quantification of relative expression of METTL3 (mean ± SD; * P<0.05, **** P<0.0001; n=3/group; unpaired Student’s t-test).

### Silencing METTL3 inhibits proliferation, Occludin expression but promotes IL-6 secretion of hRPE cells

To determine the role of METTL3 in RPE cells, we first examined RPE functions by knocking down METTL3 using a METTL3-silencing lentivirus in hRPE cells. After transfection, approximately 90% infection efficiency was observed in these hRPE cells (Figure 2A). Then, we selected stably transformed strains using puromycin and detected the silencing efficiency. Significantly decreased METTL3 expression and m^6^A modification rates were found in the METTL3-silenced cells compared with the control cells (Figures 2B, C). We further explored the changes in hRPE phenotypes, such as proliferation, tight junction protein expression, and secretion, after silencing METTL3. Surprisingly, the proliferation of hRPE cells was decreased in the METTL3-silenced cells with or without LPS stimulation (Figures 2D–F). The significantly decreased protein level of Occludin was found in the METTL3-silenced hRPE cells (Figure 2G). Finally, we also assessed the secretion function of hRPE cells. Increased secretion of IL-6 was found in the METTL3-silenced hRPE cells with LPS stimulation but not found in the cells without LPS stimulation. The secretion of IL-8 in METTL3-silenced hRPE cells with LPS stimulation was increased more than that without LPS stimulation, which confirmed the increased inflammation of the METTL3-silenced hRPE cells (Figures 2H–J).

**Figure 2:**
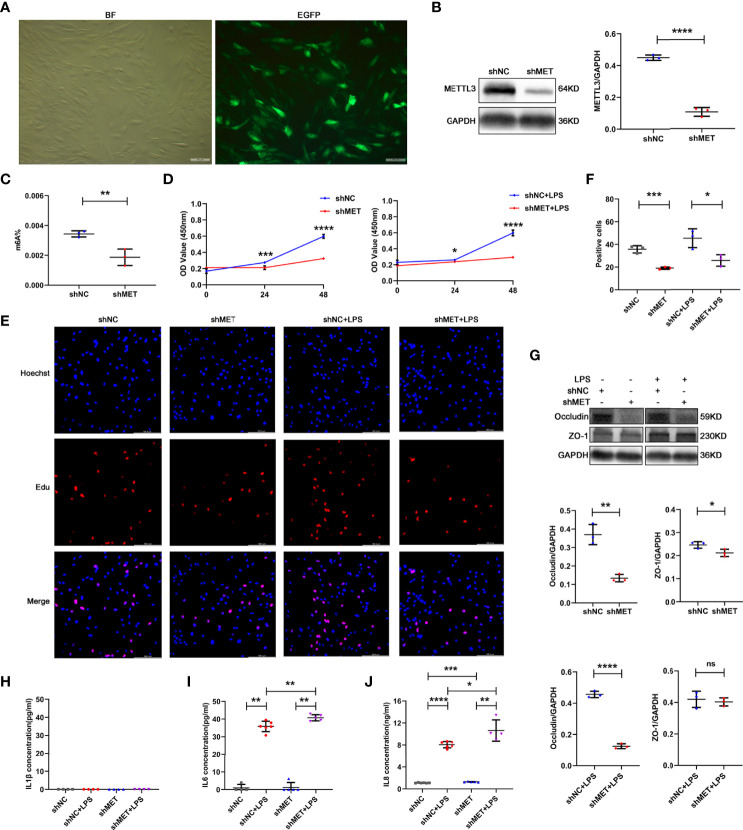
Phenotype of hRPE cells after silencing METTL3. **(A)** Transfection efficiency of the METTL3-silenced lentivirus in hRPE cells (BF, bright field; EGFP, enhanced green fluorescence protein; scale bar, 10 μm). **(B)** Silencing efficiency of METTL3 in hRPE cells. Left, representative western blotting images of METTL3. shMET, shMETTL3; shNC, Negative Control. Right, quantification of relative expression of METTL3 (mean ± SD; **** P<0.0001; n=3/group; unpaired Student’s t-test). **(C)** m^6^A% after silencing METTL3 in hRPE cells (mean ± SD; ** P<0.01; n=3/group; unpaired Student’s t-test). **(D)** Cell viability of hRPE cells after silencing METTL3 with or without LPS stimulation (mean ± SD; * P<0.05, *** P<0.001, **** P<0.0001; n=6/group; unpaired Student’s t-test). **(E, F)** Proliferation of hRPE cells. **(E)** Representative Edu images of hRPE cells after silencing METTL3 with or without LPS stimulation (scale bar, 166.4 μm). **(F)** Quantification of Edu positive cells (mean ± SD; * P<0.05, *** P<0.001; n=3/group; one-way ANOVA). **(G)** Protein levels of Occludin and ZO-1 in hRPE cells after silencing METTL3 with or without LPS stimulation. Upper, representative western blotting images of Occludin and ZO-1. Lower, quantification of relative expression of Occludin and ZO-1 (mean ± SD; ns P>0.05, * P<0.05, ** P<0.01, **** P<0.0001; n=3/group; unpaired Student’s t-test). **(H–J)** The secretion levels of IL-1β, IL-6 and IL-8 in hRPE cells after silencing METTL3 with or without 24 hours of LPS stimulation (mean ± SD; * P<0.05, ** P<0.01, *** P<0.001, **** P<0.0001; n=4-6/group; one-way ANOVA).

### Silencing METTL3 inhibits proliferation, tight junction protein expression but promotes IL-6 secretion in ARPE19 cells

To further confirm the role of METTL3 in RPE cells, we also examined RPE functions by silencing METTL3 in ARPE19 cells. Similarly, approximately 90% infection efficiency was observed in the ARPE19 cells after transfection with lentivirus (**Figure 3A**). Then, we also selected the stably transformed strains and detected the silencing efficiency. Decreased expression of METTL3 and decreased m^6^A modification rates were also found in the METTL3-silenced ARPE19 cells (Figures 3B, C). In addition, the proliferation of ARPE19 cells was decreased in the METTL3-silenced cells with or without LPS stimulation (Figures 3D–F). However, the protein levels of both Occludin and ZO-1 were significantly decreased in the METTL3-silenced ARPE19 cells, which was different from the METTL3-silenced hRPE cells (Figure 3G). Finally, the secretion of IL-1β, IL-6 and IL-8 was shown to be increased in the METTL3-silenced ARPE19 cells especially with LPS stimulation (Figures 3H–J).

**Figure 3:**
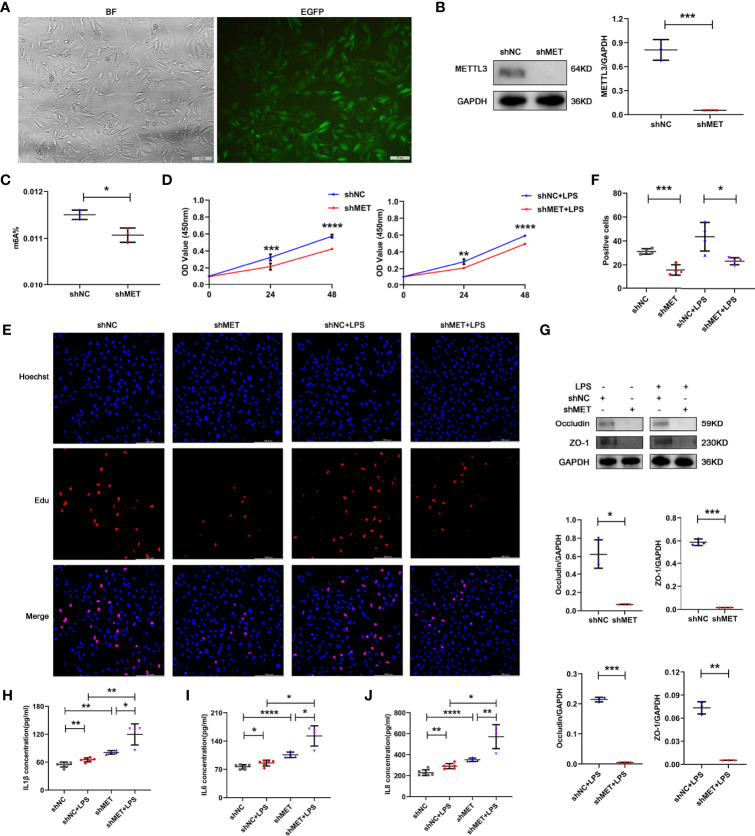
Phenotype of ARPE19 cells after silencing METTL3. **(A)** Transfection efficiency of the METTL3-silenced lentivirus in ARPE19 cells (BF, bright field; EGFP, enhanced green fluorescence protein; scale bar, 10 μm). **(B)** Silencing efficiency of METTL3 in ARPE19 cells. Left, representative western blotting images of METTL3. Right, quantification of relative expression of METTL3 (mean ± SD; *** P<0.001; n=3/group; unpaired Student’s t-test). **(C)** m^6^A% after silencing METTL3 in ARPE19 cells (mean ± SD; * P<0.05; n=3/group; unpaired Student’s t-test). **(D)** Cell viability of ARPE19 cells after silencing METTL3 with or without LPS stimulation (mean ± SD; ** P<0.01, *** P<0.001, **** P<0.0001; n=5-6/group; unpaired Student’s t-test). **(E, F)** Proliferation of ARPE19 cells. **(E)** Representative Edu images of ARPE19 cells after silencing METTL3 with or without LPS stimulation (scale bar, 166.4 μm). **(F)** Quantification of Edu positive cells (mean ± SD; * P<0.05, *** P<0.001; n=4/group; one-way ANOVA). **(G)** Protein levels of Occludin and ZO-1 in ARPE19 cells after silencing METTL3 with or without LPS stimulation. Upper, representative western blotting images of Occludin and ZO-1. Lower, quantification of relative expression of Occludin and ZO-1 (mean ± SD; * P<0.05, ** P<0.01, *** P<0.001; n=3/group; unpaired Student’s t-test). **(H–J)** The secretion levels of IL-1β, IL-6 and IL-8 in ARPE19 cells after silencing METTL3 with or without 24 hours of LPS stimulation (mean ± SD; * P<0.05, ** P<0.01, **** P<0.0001; n=4-6/group; one-way ANOVA).

### METTL3 epigenetically represses NR2F1 in an m^6^A-dependent manner

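ARPE19, a human RPE cell line, carried either the METTL3-silencing lentivirus (shMET) or the negative control (shNC) and was stimulated with 1 μg/ml LPS for 24 h. In MeRIP-seq, fragmented mRNA is pulled down with an anti-m6A antibody (IP) and sequenced beside fragments that were not pulled down (input), and a region with more IP than input reads is called an m6A peak. The sample labels list 3 m6A IP libraries and 1 input library in the shNC+LPS group, and 3 m6A IP libraries and 1 input library in the shMET+LPS group. The authors deposited 1 table of the peaks that they called different between the groups, in which the libraries of a group are already combined. It holds no value of a single library, so the depth of each library is unknown and no spread between replicates could be computed. For each peak the table gives the position, the exon blocks, the peak's p-value, its fold enrichment of IP over input, and the log2 fold change with the p-value and q-value of the comparison between the groups. All of these are the authors' values. The paper's text names no peak caller, threshold, genome build or annotation for them, and the 18 column names have the form of the differential table of the R package exomePeak. In the authors' deposited table the largest log10 q-value of the comparison is -1.3, so peaks without a difference between the groups are not listed. The table does not say which group the log2 fold change is over. It was read as shMET+LPS over shNC+LPS because all 20 peaks of the 15 genes in Fig. 4D, which the paper selected for lower m6A, have a negative value. The table gives Ensembl gene IDs without names. Names were taken from the RefSeq gene whose span on GRCh38.p14 holds an ID's peaks or, where none holds them, as for SLC2A1, from the only protein-coding gene that they touch. This gave 1026 of the 1103 IDs a name, and 90 of these share a name with another ID. Of the 1103 IDs, 94.7% had all their peaks inside a RefSeq gene, against 61.5% to 69.8% after the positions were shifted by 10000 to 200000 bases in either direction. The RNA sequencing was not analysed here.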

To investigate how METTL3 affects the inflammation of RPE cells, we performed RNA sequencing and methylated RNA immunoprecipitation (MeRIP) sequencing using the METTL3-silenced ARPE19 cells stimulated with LPS. The results showed that most of the m^6^A modifications were located in the coding sequence (CDS) and 3´untranslated region (UTR) of ARPE19 cell mRNA in ARPE19 cells regardless of METTL3 silencing (Figures 4A, B). 

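The authors' deposited table lists 1262 differential m6A peaks under 1103 gene IDs, with lower m6A in the METTL3-silenced cells at 910 peaks and higher m6A at 352. The paper measured less m6A in METTL3-silenced ARPE19 cells (Figure 3C), and its text does not say how the IP libraries were scaled. A higher peak may therefore be higher only relative to the other peaks. The share of lower peaks was 72.1% (95% Wilson interval 69.6% to 74.5%, which covers counting error only and treats peaks as independent). When only peaks with an absolute log2 fold change of at least 1 were kept, the share was 78.3%. By gene, 769 IDs (69.7%) had only lower peaks, 310 (28.1%) had only higher peaks and 24 had peaks of both directions. A single peak was listed for 982 IDs, and 121 IDs had several, with at most 6. The median log2 fold change in the authors' deposited table was -1.70 over the lower peaks and 1.19 over the higher peaks. The lower and the higher peaks differed in enrichment as well. The median fold enrichment of IP over input in the authors' deposited table was 6.22 for the lower peaks and 20.3 for the higher peaks, a difference of -14.0. When the directions were shuffled 10000 times between genes, the difference stayed between -3.12 and 3.24. Shuffling describes this list and is no test between the groups of cells, since peaks are not replicates. The fold enrichment is a single value per peak, read as covering the libraries of both groups. A fall in m6A therefore lowers it and a rise raises it, and shuffling does not remove this link. When the peaks were ranked by fold enrichment and cut into 5 groups of equal size, the share of lower peaks was 92.5% (95% Wilson interval 88.6% to 95.1%) in the least enriched group and 43.5% (37.5% to 49.6%) in the most enriched group. The lower peaks were also narrower, with a median spliced width of 360 nt against 569.5 nt. The difference in mean log2 fold enrichment, higher minus lower, was 1.44 over all peaks and 0.67 within 5 groups of similar peak width.

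**Figure D1:**
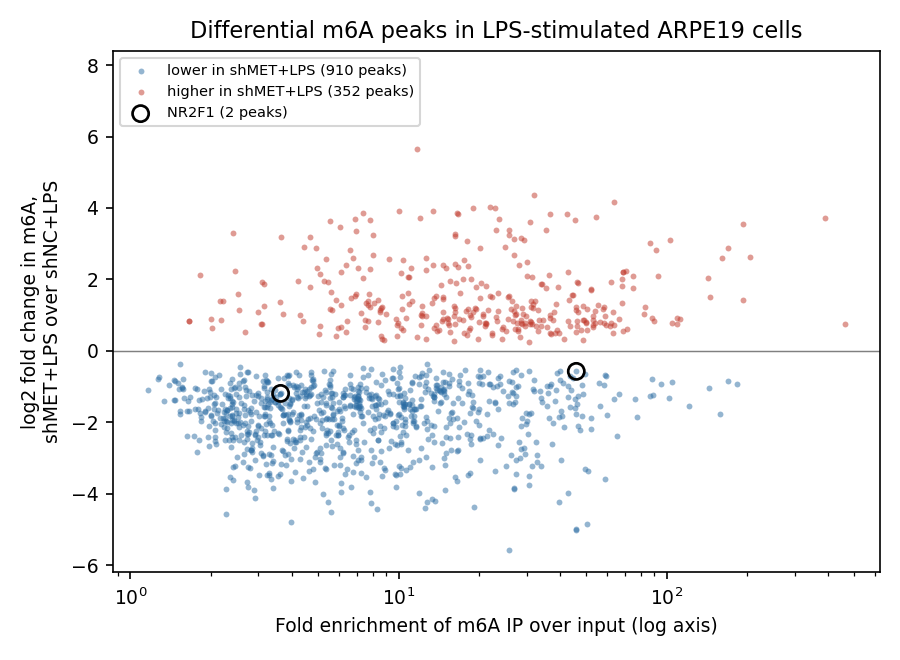
Each point is 1 of the 1262 peaks of the authors' deposited table, with its fold enrichment of m6A IP over input on a log axis and its log2 fold change in m6A (shMET+LPS over shNC+LPS) on the vertical axis. The 910 lower peaks lie mostly to the left of the 352 higher peaks, and the 2 peaks of NR2F1 are circled.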

To identify the critical target genes, we divided the 608 common genes from these two sequencings into three parts: 38 m^6^A modifications-downregulated and RPE cell function-related genes, 383 m^6^A modifications-downregulated but RPE cell function-unrelated genes, and 187 m^6^A modifications-upregulated genes (Figure 4C). 

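The 15 genes of Fig. 4D have 20 peaks in the authors' deposited table, all of them lower in the METTL3-silenced cells. This count says nothing about chance, because the genes were chosen for lower m6A and the sign of the fold change was read from them. The median log2 fold change of the 20 peaks was -1.27, a smaller change than the median over all 910 lower peaks. In the authors' deposited table, the largest changes among the genes with 1 peak were at TLR4, with a log2 fold change of -3.23, SGK1 with -2.97, ANGPTL4 with -2.62, SLC2A1 with -2.49, FURIN with -2.31 and ETS1 with -2.13. The smallest in the authors' deposited table were at HLA-C with -0.82, LRP1 with -0.72 and LIF with -0.45. VEGFC had -1.95 and IRAK1 had -1.35 in the authors' deposited table. A peak with a log2 fold change at or under -1 was present in 11 of the 15 genes. A q-value at or under 0.01 was reached by 14 of the 20 peaks, in 9 of the genes, and the genes without such a peak were TLR4, ANGPTL4, FURIN, VEGFC, IRAK1 and LRP1. The peak of TLR4 lies on chromosome 9 from 117715413 to 117716342 and that of ANGPTL4 on chromosome 19 from 8373925 to 8374343, in the positions of the authors' deposited table, whose build is not named. Their log10 q-values in the authors' deposited table were -1.54 and -1.3, the latter equal to the largest of the whole list. The fold enrichment over input differed widely, and its rank among the 1262 peaks ran from the 2.7th percentile for SLC2A1 to the 86.6th for TLR4 among the genes with 1 peak. SLC2A1 had a fold enrichment of 1.80 in the authors' deposited table and was the gene lost when a fold enrichment of at least 2 was required, which left 14 genes. A single peak was listed for 11 genes and 2 peaks for LOXL2, MAP1B and NR2F1. The peaks of LOXL2 had log2 fold changes of -1.08 and -1.18 in the authors' deposited table, and those of MAP1B had -0.88 and -0.65.

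**Figure D2:**
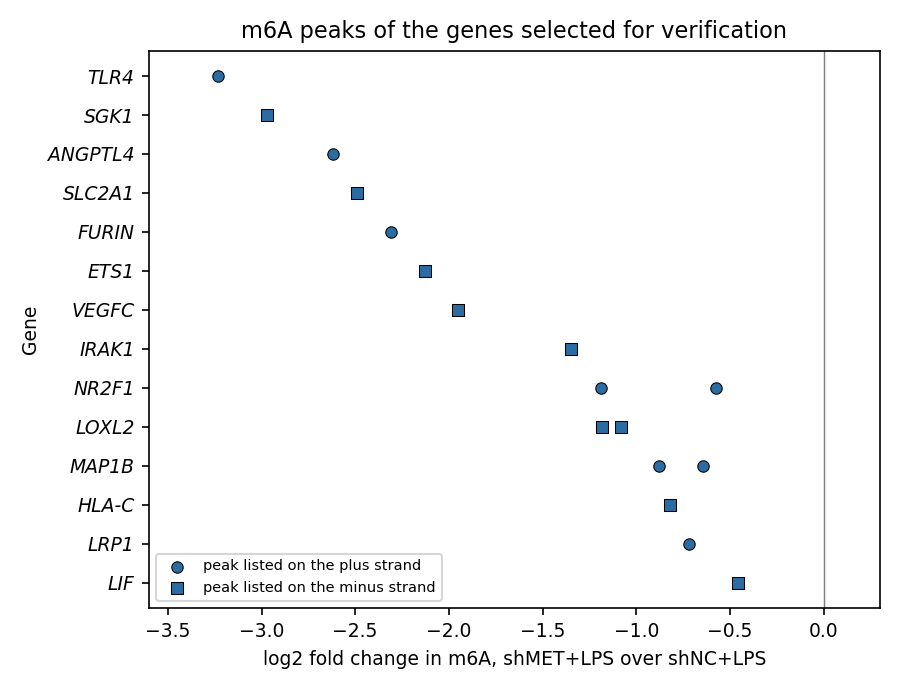
The log2 fold change in m6A (shMET+LPS over shNC+LPS, horizontal axis) of 17 peaks of 14 of the genes in the authors' deposited table, 1 row per gene, with circles for the plus strand and squares for the minus strand. All peaks lie left of 0, from -3.23 at TLR4 to -0.45 at LIF.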

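NR2F1, listed as ENSG00000175745 on the plus strand of chromosome 5, has 2 peaks that lie 6392 bases apart. The first runs from 93584991 to 93587174 in 2 blocks of 496 and 74 nt, and the second from 93593567 to 93594495 in 1 block of 929 nt. In the authors' deposited table the first had a fold enrichment of 3.63 and a log2 fold change of -1.19 (q = 4.57e-06), which leaves 43.8% of the m6A enrichment of the control. The second had a fold enrichment of 46.0 and a log2 fold change of -0.57 (q = 8.91e-05) in the authors' deposited table, which leaves 67.2%. Each group has 1 input library, and an error in the level of NR2F1 mRNA in it would move both peaks together. These percentages carry that limit. Among all 1262 peaks, the fold enrichment of the first was at the 22.5th percentile and that of the second at the 91.6th. Of the 910 lower peaks, 24.3% changed by less than the first peak and 1.6% by less than the second. The first peak touches the RefSeq span of NR2F1-AS1 as well, the second only that of NR2F1, and neither peak shares a base with another listed peak. The paper's text does not say whether reads were counted by strand. Elsewhere in the list, 50 pairs of peaks on opposite strands share bases. Their log2 fold changes differed by a median of 0.122, less than in any of 1000 random sets of pairs of the same directions (lowest 0.421). Counting without regard to strand would give such values, so reads of NR2F1-AS1 in the first peak are not excluded. The peak of ETS1 also touches the RefSeq spans of ETS1-AS1, LOC124902790 and MIR6090, and the same limit applies to it. Touching was judged on the whole stretch of a peak, gaps between blocks included. For ETS1, with 2 blocks of 270 nt in all, and for the first NR2F1 peak, bases shared with the blocks were not tested. Which transcript region each NR2F1 peak lies in, and the sequence under it, were not analysed here. From the direction of the m6A change, the paper separated the genes shared with the RNA sequencing and narrowed its search for METTL3 targets to those with lower m6A, NR2F1 among them.

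**Figure D3:**
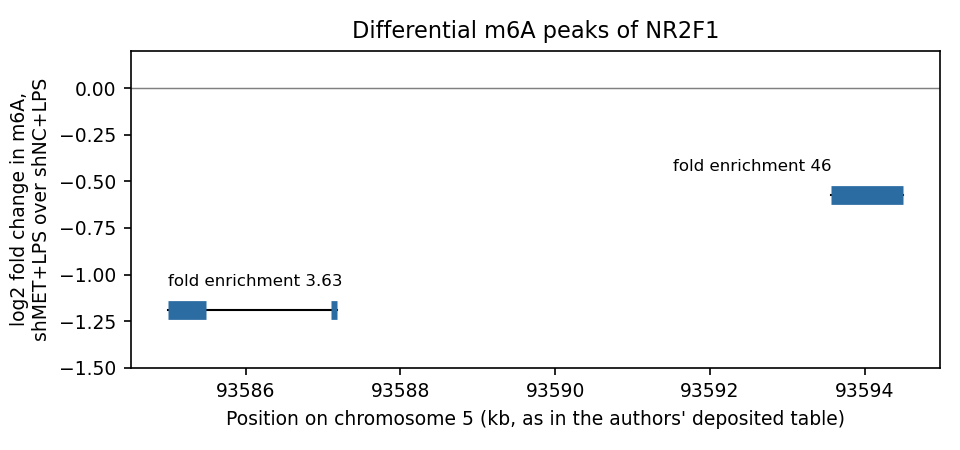
The 2 differential m6A peaks of NR2F1 in the authors' deposited table, with the position on chromosome 5 in kb on the horizontal axis and the log2 fold change in m6A (shMET+LPS over shNC+LPS) on the vertical axis. Bars are the blocks of a peak and the thin line joins the 2 blocks of the first; the less enriched peak changed by -1.19 and the more enriched one by -0.57.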

From these 38 genes with downregulated m^6^A modifications and RPE cell function-related, 15 RPE inflammation-related genes, such as ETS1, were selected for verification. Significantly increased expression of NR2F1 was found in the METTL3-silenced ARPE19 cells, which was positively related to its proinflammatory function (Figures 4D, E) (25). Then, we verified the m^6^A modification and analyzed the motif of NR2F1 mRNA. However, only one modification site could be verified in the METTL3- and FTO-silenced ARPE19 cells after LPS stimulation, and further motif analysis found that this m^6^A site may be GG(/A)ACU(/A) (Figures 4F, G). Finally, we detected the mRNA half-life of NR2F1, and a longer half-life was observed in the METTL3-silenced ARPE19 cells than in the control cells (Figure 4H).

**Figure 4:**
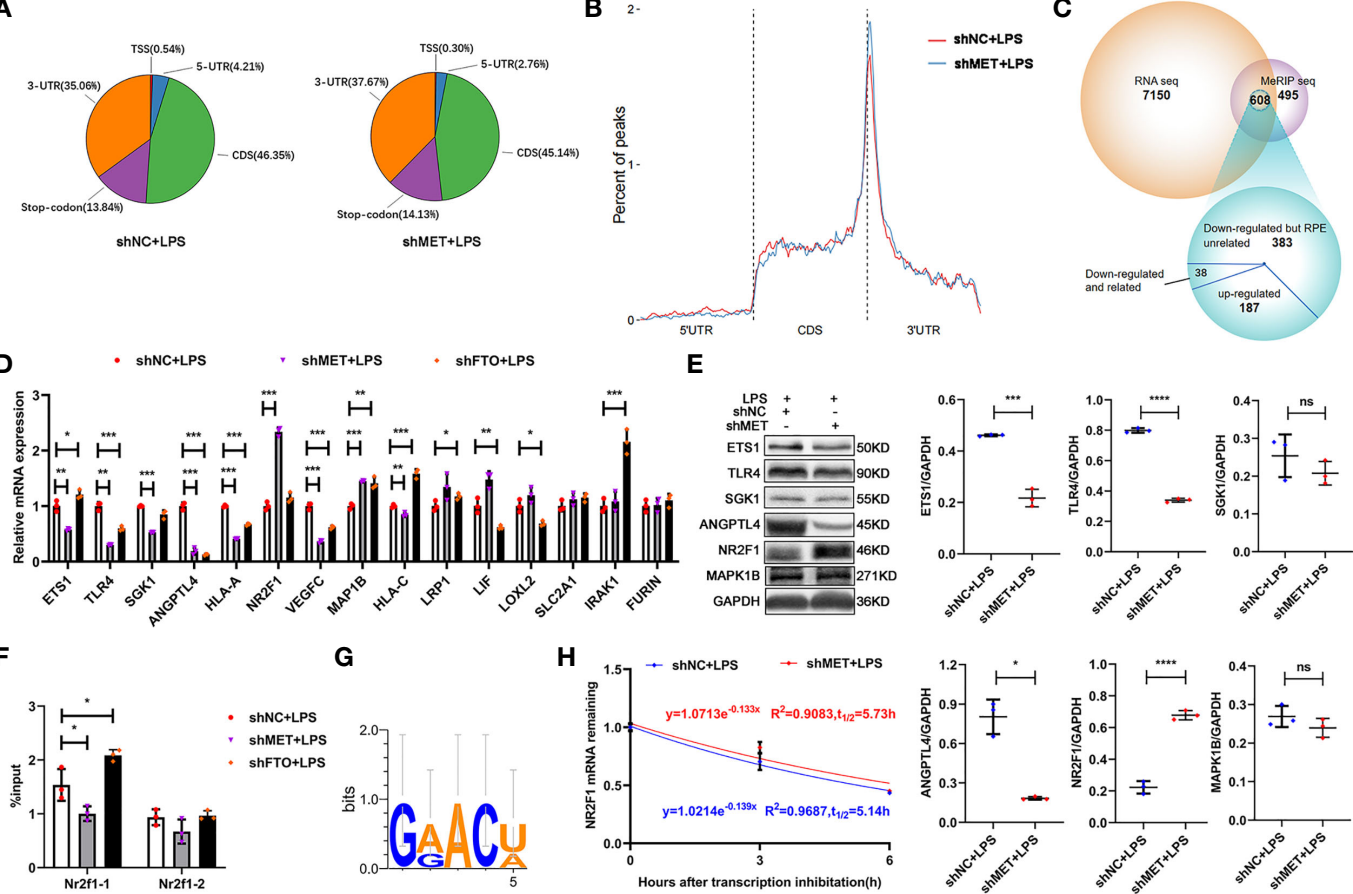
METTL3 inhibits NR2F1 in an m6A-dependent manner. **(A)** Pie charts represent the percent of all m^6^A peaks on mRNA (CDS, coding sequence; UTR, untranslated region; TSS, transcription start site). **(B)** The percent of m^6^A peaks on three segments of mRNA: 5´UTR, CDS and 3´UTR. **(C)** Venn diagram of MeRIP-seq and RNA-seq to identify common differentially expressed genes (DEG). **(D)** mRNA levels of ETS1, TLR4, SGK1, ANGPTL4, HLA-A, NR2F1, VEGFC, MAP1B, HLA-C, LRP1, LIF, LOXL2, SLC2A1, IRAK1 and FURIN in the METTL3- or FTO-silenced ARPE19 cells after LPS stimulation (mean ± SD; * P<0.05, ** P<0.01, *** P<0.001; n=3/group; one-way ANOVA). **(E)** Protein levels of ETS1, TLR4, SGK1, ANGPTL4, NR2F1 and MAP1B in the METTL3-silenced ARPE19 cells after LPS stimulation. Left, representative western blotting images of these proteins. Right, quantification of relative expression (mean ± SD; ns P>0.05, * P<0.05, *** P<0.001, **** P<0.0001; n=3/group; unpaired Student’s t-test). **(F)** Site-specific mRNA levels of NR2F1 after m^6^A immunoprecipitation in the METTL3- or FTO-silenced ARPE19 cells (mean ± SD; * P<0.05; n=3/group; one-way ANOVA). **(G)** NR2F1 binding motif identify. **(H)** The half-life detection of NR2F1 in the METTL3-silenced ARPE19 cells after LPS stimulation (mean ± SD; n=3/group).

### Silencing NR2F1 inhibits inflammation of RPE cells

To verify the effect of NR2F1 on RPE cell inflammation, we silenced NR2F1 in the METTL3-silenced RPE cells. First, we examined the transfection efficiency after lentiviral infection and silencing efficiency after selecting the stably transformed strains with puromycin and neomycin. Approximately 90% infectious efficiency and silencing efficiency were observed in the METTL3 and NR2F1 double-silenced RPE cells (Figures 5A–C). Next, we detected the expression of Occludin and secretion of IL-6 and IL-8 to evaluate the effect of NR2F1 on RPE inflammation. The results showed that the expression of Occludin was increased in the NR2F1-silenced ARPE19 cells and rescued in the METTL3 and NR2F1 double-silenced ARPE19 cells with or without LPS stimulation (Figures 5D, G). The secretion of IL-6 was decreased in the NR2F1-silenced ARPE19 cells and rescued in the METTL3 and NR2F1 double-silenced ARPE19 cells (Figures 5E, H). Surprisingly, the secretion of IL-8 was increased in the NR2F1-silenced ARPE19 cells but not rescued in the METTL3 and NR2F1 double-silenced ARPE19 cells, which suggested that IL-8 could be regulated by METTL3 and NR2F1 but not the METTL3/NR2F1 pathway (Figures 5F, I). Similar changes in Occludin and IL-6 were observed in the hRPE cells after LPS stimulation (Figures 5J, K). To further investigate how NR2F1 regulates Occludin and IL-6, we performed binding prediction for transcription factors and promoters (Bioinfo.life.hust.edu.cn/hTFtarget#)! and then verified that NR2F1 could directly bind to the promoter of IL-6 (Figure 5L).

**Figure 5:**
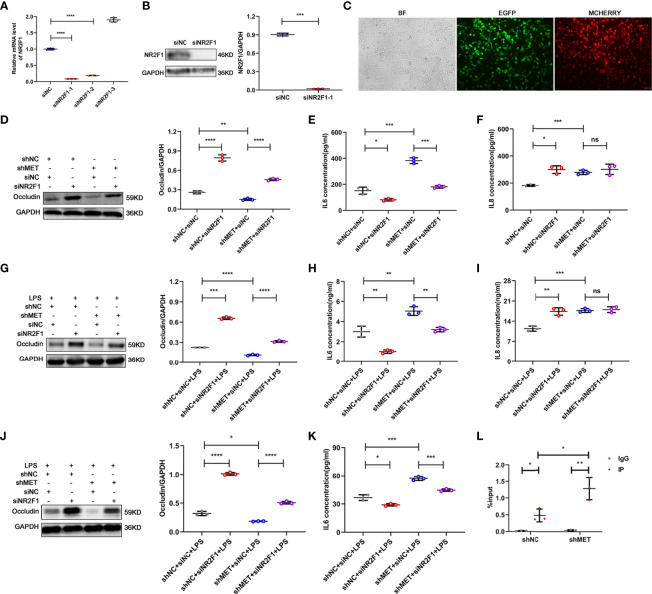
Silencing NR2F1 increased expression of Occludin and inhibited secretion of IL-6. **(A)** Fold changes of NR2F1 mRNA after silencing (mean ± SD; **** P<0.0001; n=3/group; one-way ANOVA). **(B)** Silencing efficiency of NR2F1 using siNR2F1-1. Left, representative western blotting images of NR2F1. Right, quantification of relative expression of NR2F1 (mean ± SD; *** P<0.001; n=3/group; unpaired Student’s t-test). **(C)** Cotransfection of METTL3- and NR2F1-silenced lentivirus (BF, bright field; EGFP, enhanced green fluorescence protein; MCHERRY, red fluorescence protein; scale bar, 10μm). **(D)** Protein level of Occludin after METTL3 and NR2F1 silencing in ARPE19 cells. Left, representative western blotting images of Occludin. Right, quantification of relative expression of Occludin (mean ± SD; ** P<0.01, **** P<0.0001; n=3/group; one-way ANOVA). **(E, F)** The secretion levels of IL-6 and IL-8 in ARPE19 cells after METTL3 and NR2F1 silencing (mean ± SD; ns P>0.05, * P<0.05, *** P<0.001; n=3/group; one-way ANOVA). **(G)** Protein level of Occludin in the METTL3- and NR2F1-silenced ARPE19 cells with LPS stimulation. Left, representative western blotting images of Occludin. Right, quantification of relative expression of Occludin (mean ± SD; *** P<0.001, **** P<0.0001; n=3/group; one-way ANOVA). **(H, I)** The secretion levels of IL-6 and IL-8 in ARPE19 cells with LPS stimulation after METTL3 and NR2F1 silencing (mean ± SD; ns P>0.05, ** P<0.01, *** P<0.001; n=3/group; one-way ANOVA). **(J)** Protein level of Occludin after METTL3 and NR2F1 silencing in hRPE cells with LPS stimulation. Left, representative western blotting images of Occludin. Right, quantification of relative expression of Occludin (mean ± SD; * P<0.05, **** P<0.0001; n=3/group; one-way ANOVA). **(K)** The secretion level of IL-6 in hRPE cells with LPS stimulation after METTL3 and NR2F1 silencing (mean ± SD; * P<0.05, *** P<0.001; n=3/group; one-way ANOVA). **(L)** The DNA expression of IL-6 after METTL3 silencing with NR2F1 immunoprecipitation (IgG for negative control; mean ± SD; * P<0.05, ** P<0.01; n=3/group; one-way ANOVA).

## Discussion

RNA methylation, as an emerging posttranscriptional modification of RNA, has attracted increasing attention among epigenetic modifications, especially m^6^A. Previous studies have demonstrated that m^6^A, the most abundant mRNA internal modification, regulates diverse cellular processes in cancer, immunology, and other human diseases (26–28). However, whether m^6^A is involved in LPS stimulated inflammatory response of RPE cells is still not clear. At the beginning of our research, we found that the protein expression of the methylase METTL3 was increased in both hRPE and ARPE19 cells after LPS stimulation, which revealed the potential role of METTL3 in RPE cell inflammation and laid the foundation for subsequent studies.

Our studies showed decreased proliferation, tight junction protein expression, but increased inflammatory factor secretion in METTL3-silenced RPE cells. Mechanistically, we proposed for the first time that NR2F1, a transcription factor methylated by METTL3, regulates Occludin expression and IL-6 secretion of RPE cells. In addition, silencing of NR2F1 rescued the inflammatory phenotype in the METTL3-silenced RPE cells, suggesting that METTL3 regulates the RPE inflammation *via* the NR2F1/IL-6 pathway. However, no studies have shown the transcriptional regulation of IL-6 by NR2F1.

The nuclear cotranscriptional regulator NR2F1, also named COUP-TF1, is an orphan nuclear receptor belonging to the superfamily of the steroid/thyroid hormone receptors (29). Previous studies have shown that NR2F1 is mainly implicated in brain cell cycle control, cancer cell dormancy, invasion and metastasis (30). Its proteostasis was modulated by insufficiency of RAN-binding protein-2 (RANBP2) in a post-translational modification upon oxidative stress in RPE cells (29). However, the specific modification is still unknown. In our results, we suggested that NR2F1 was epigenetically regulated by METTL3 in an m^6^A-dependent manner, which paved the way for further studies on the epigenetic modification of NR2F1.

Given the increased protein expression of METTL3 and obvious phenotypic differences have been shown in our results after silencing METTL3 in RPE cells, we tried to verify these conclusions in some models. Surprisingly, we found that the level of m^6^A%, methylase METTL3 and demethylase FTO were all decreased in primary RPE cells of experimental autoimmune uveitis (EAU) mice (Supplementary Figure 1 and unpublished data). In addition, these decreased METTL3 expression in RPE cells of EAU or endotoxin induced uveitis (EIU) mice is contrary to the *in vitro* findings, which revealed a complex process with various cells interaction of the *in vivo* models.

In summary, our results showed that METTL3 regulated RPE cell inflammation *in vitro* by methylating NR2F1 in an m^6^A-dependent manner (Figure 6).

**Figure 6:**
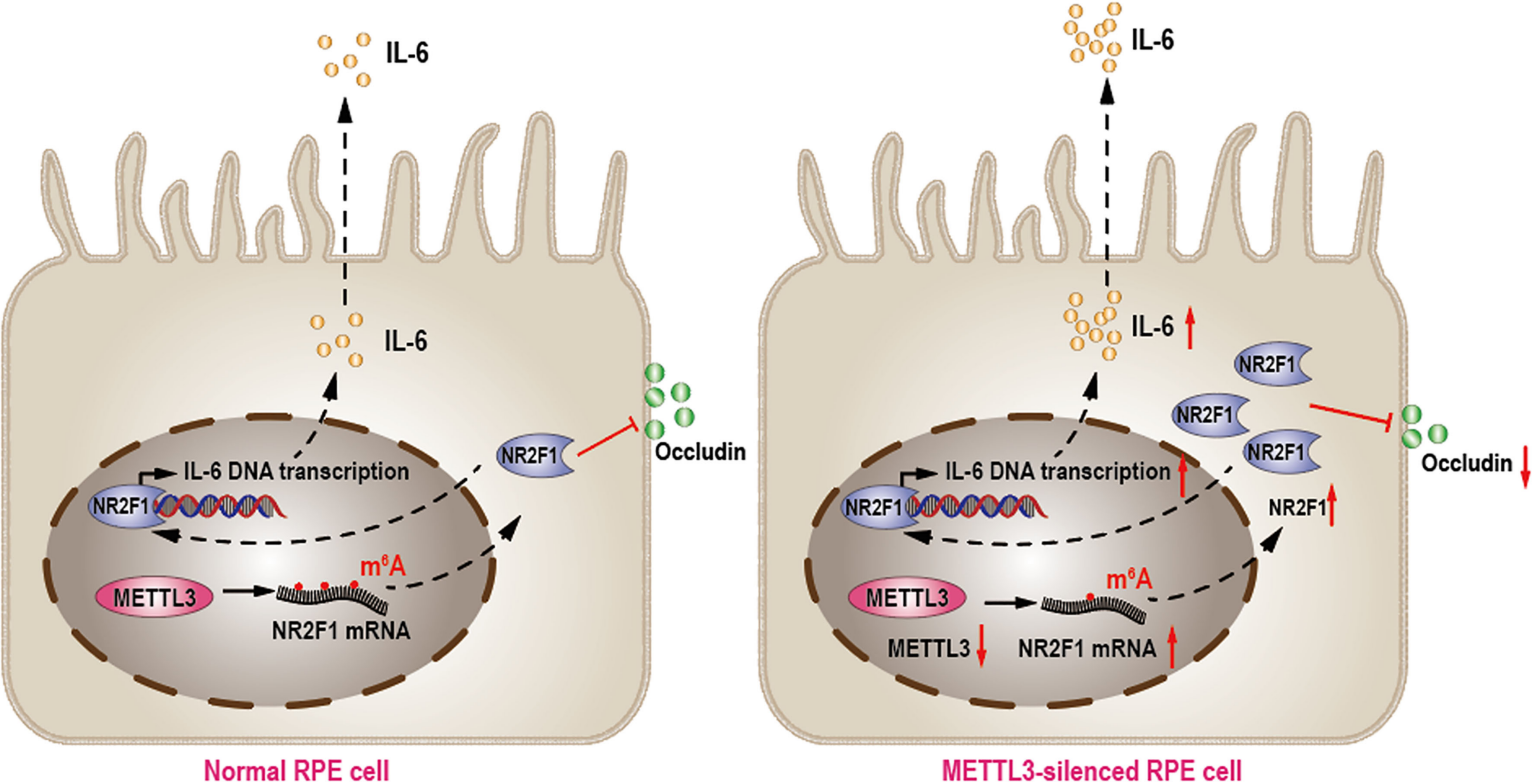
METTL3 regulates RPE inflammation by NR2F1 in an m^6^A-dependent manner. In normal RPE cell, METTL3 methylates NR2F1 and then decreases protein level of NR2F1, which lead to reduced IL-6 transcription and secretion but increased Occludin expression (Left). In METTL3-silenced RPE cell, NR2F1 is increased and then promotes IL-6 secretion but inhibits Occludin expression, which finally lead to increased inflammation (Right).

## Materials and methods

### Cell culture

The ARPE19 cell line was purchased from the American Type Culture Collection (CRL-2302, ATCC, USA) and hRPE cells were obtained from donors visited at the First Affiliated Hospital of Chongqing Medical University. All the eyeball samples were collected from the patients with written informed consent and the procedures were approved by the Ethics Committee of the First Affiliated Hospital of Chongqing Medical University (2019-099). The posterior ocular tissues within 24 hours after death were rinsed 3 times with sterile phosphate buffer solution (PBS) and then digested by 0.25% trypsin containing EDTA (25200072, Gibco, USA) at 37°C for 30 min. After filtered a 40 μm cell strainer, the single hRPE cells were washed 3 times again with PBS and then cultured in Dulbecco’s Modified Eagle Medium: F-12 (DMEM/F-12, 11320033, Gibco, USA) with 10% fetal bovine serum (FBS, 10100147, Gibco, USA) and 1% Penicillin-Streptomycin solution (15070063, Gibco, USA) in the humidified incubator at 37°C with 5% CO2.

### Cell stimulation and lentiviral infection

Cells were stimulated with 1 μg/ml LPS (L2880, Sigma-Aldrich, USA) for 24 h to induce inflammation and infected with lentivirus carrying shMETTL3 or siNR2F1 packaged by Genechem Co., Ltd. (Shanghai, China) or Sangon Biological Engineering Technology & Services Ltd. Co. (Shanghai, China) according to the manufactures’ instructions. Briefly, ARPE19 or hRPE cells were sowed and cultured overnight, then infected with lentivirus (multiplicity of infection, MOI: 30) for 6 h. On day 3 after transfection, cells were observed and images were collected using a fluorescence microscope (DMIL4000, Leica, Germany). And then, the stably transformed strains were selected by puromycin or neomycin for this study.

### Real-time quantitative PCR

Total RNA was extracted from RPE cells using the Trizol reagent (Roche, Swiss) according to the manufacturer’s instructions. RNA concentration was measured by spectrophotometer (Thermo Fisher Scientific. Inc., MA, USA), and cDNA was synthesized with the RT Master Mix for qPCR reagent (MedChemExpress, USA). Real-time quantitative polymerase chain reaction (RT-qPCR) was performed using the ABI 7500 Real-time PCR System (Applied Biosystems, CA, USA) with SYBR Green qPCR Master Mix (MedChemExpress, USA) according to the manufacturer’s instructions. All primers sequences can be found in Supplementary Table 1. Relative expression was normalized to β-actin and calculated using the 2^−ΔΔCT^ method.

### Western blotting

Cells were lysed in radio immunoprecipitation assay (RIPA, Beyotime, Shanghai, China) lysis buffer containing 1% Phenylmethanesulfonyl fluoride (PMSF, Beyotime, Shanghai, China) on ice and the proteins were quantified with the bicinchoninic acid assay quantification kit (BCA, Beyotime, Shanghai, China). Samples were separated by sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE), and then electrotransferred onto polyvinylidene difluoride membranes (PVDF, Millipore, Billerica, MA, USA). After being blocked in 5% non-fat milk for 2 h at room temperature, the membranes were subjected to immunoblotting with primary antibodies at 4°C overnight. Following incubated with secondary antibodies at room temperature for 1 h, the blots were visualized using the ECL kit (Mengbio, Chongqing, China). The density of bands was quantified by Image J, and normalized to GAPDH. Primary antibodies used in this study are provided in Supplementary Table 2.

### m^6^A RNA quantification assay

Total RNA was extracted using the Trizol reagent (Roche, Swiss) and the m^6^A RNA content was measured using the EpiQuik m^6^A RNA Methylation Quantification kit (Colorimetric, Epigentek, Farmingdale, NY, USA) according to the manufacturer’s instructions. In short, 200 ng of sample RNA was coated on an assay well for the analysis after added with binding solution. Followed with detection antibody and capture antibody, enhanced solution was added to incubate. Finally, optical density (OD) values of wells at 450 nm were measured and calculated based on negative and positive controls.

### Cell counting kit-8 (CCK8) assay

RPE cells were seeded into 96-well plates (5 × 10^3^ cells/well) and cultured for 0, 24, and 48 h at 37°C. For proliferation detection, the original culture medium was replaced with medium containing CCK-8 reagent (Invigentech, CA, USA) for another 2 h. The absorbance was measured using a microplate reader at 450 nm (Thermo Fisher Scientific. Inc. MA, USA).

### 5-ethynyl-2´-deoxyuridine (Edu) staining

Proliferation of RPE cells was investigated with BeyoClick™ Edu-555 Cell Proliferation Detection Kit (C0075S, Beyotime, China) according to the manufacturer’s protocols. Briefly, after being seeded into 12-well plates for 24 h at 37°C, RPE cells were incubated with Edu working solution (10 µM) for 2 h. Then washed with PBS twice and fixed with 4% paraformaldehyde for 15 min at room temperature. Next, the cells were permeabilized with 0.3% TritonX-100 (Beyotime, China) for 10 min and washed with PBS three times. Finally, cells were incubated with Click Additive Solution for 30 min in dark, and subsequently stained with 1X Hoechst for the nucleus staining. Images were captured with the fluorescence microscope (Leica, Germany). RPE cells at DNA replication phase appeared red fluorescence while the nuclei represented blue fluorescence.

### Enzyme-linked immunosorbent assay (ELISA)

The supernatant of RPE cells with or without 24 hours of LPS stimulation was collected, and then the concentration of inflammatory cytokines (IL-1β, IL-6 and IL-8) was measured using Elisa kits (Elabscience, Wuhan, China) according to the manufacturer’s instructions. The microplate reader (Thermo Fisher Scientific. Inc. MA, USA) was used to detect the absorbance values at the wavelength of 450 nm.

### Methylated RNA immunoprecipitation-sequencing (MeRIP-seq) and PCR

The procedure of m^6^A immunoprecipitation (MeRIP) was performed on the basis of previously reported methods (31–33). In brief, purified mRNAs were fragmented into approximately 100 nt of length by a 45 s incubation at 94°C in RNA fragmentation reagent (AM8740, Life Technologies). Then, the fragmented mRNAs were collected and incubated with anti-m^6^A antibody or IgG in immunoprecipitation buffer containing RNase inhibitor at 4°C overnight. Methylated RNAs were immunoprecipitated with protein A/G beads (Life Technologies, 10013D), eluted by competition with free m^6^A and for library construction or qPCR analysis.

### RNA-sequencing

Total RNA was extracted from RPE cells using the Trizol reagent as mentioned above. For mRNA-sequencing, mRNAs were single-end sequenced on Illumina HiSeq 2000 machines in Novogene Technology Co., Ltd. (Beijing, China). Transcript assembly and differential expression was examined by Cufflink with Refseq mRNAs.

### mRNA stability assay

After LPS stimulation, control and METTL3 knockdown RPE cells were treated with 5 μg/mL actinomycin D (A1410, Sigma-Aldrich, USA) for 0, 3, and 6 h. Cells were harvested at each time point and subjected to RNA extraction. RT-qPCR was used to examine the mRNA abundance of target genes in each group.

### Chromatin immunoprecipitation (ChIP)-qPCR

The ChIP assay was performed using the Chromatin Immunoprecipitation Kit (17-295, Millipore, Germany) according to the manufacturer’s instructions. Briefly, RPE cells were cross-linked with 1% formaldehyde (12606S, Cell Signaling technology) for 10 min, and quenched with glycine for 5 min at room temperature. Then, cells were collected, washed, and resuspended in lysis buffer. Then cross-linked DNAs were fragmented with sonication (6% energy, 30 s for 6 cycles). The sonicated chromatin solution was incubated with beads coated with 5 μg of anti-NR2F1 (ab181137, abcam, UK) or IgG at 4°C overnight. Immunoprecipitated DNAs were purified and analyzed by qPCR.

### Statistical analyses

Comparison between two groups was analyzed by two-tailed Student’s t-test, and comparison among three or more groups was analyzed by one-way ANOVA. The differences analyzed by SPSS software 20.0 (IBM, USA) were considered to be statistically significant at P<0.05. Data are presented as mean ± SD, and figures were made using Prism version 8.0 software (GraphPad, San Diego, USA).

## Data availability statement

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found below: NCBI Gene Expression Omnibus; GSE202018.

## Ethics statement

The studies involving human participants were reviewed and approved by the Ethics Committee of the First Affiliated Hospital of Chongqing Medical University (2019-099). The patients/participants provided their written informed consent to participate in this study.

## Author contributions

JM and XL designed the research, performed the experiments and wrote the manuscript; ST, YL, CZ, and QZ helped to perform the experiments; NL and SH helped to design the research and revise the manuscript. All authors have read and approved the final manuscript.

## Funding

This study was supported by the National Natural Science Foundation Project of China (82070951 and 81873678); the Innovative Research Group Project of Chongqing Education Commission (CXQT19015); the Natural Science Foundation Project of Chongqing (cstc2019jcyjmsxmX0120); the Innovation Supporting Plan of Overseas Study of Chongqing (cx2018010); the Chongqing Education Commission (KJQN202000406); the National Key Clinical Specialties Construction Program of China, Chongqing Branch of National Clinical Research Center for Ocular Diseases; the Chongqing Key Laboratory of Ophthalmology (CSTC, 2008CA5003) and Program for Youth Innovation in Future Medicine, Chongqing Medical University (w0047).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: METTL3 inhibits inflammation of retinal pigment epithelium cells by regulating NR2F1 in an m6A-dependent manner
**Source:** Front Immunol. 2022 Jul 21;13:905211. doi: 10.3389/fimmu.2022.905211
**Supplement:** Supplementary file 1

**Supplementary information**

**Supplementary figure 1 Decreased expression of METTL3 in RPE cells of EAU or EIU mice.**

1. m^6^A% of EAU mice.

**B.** mRNA levels of m^6^A writers, erasers and readers in EAU mice.

**C.** The protein expression of METTL3 in EAU mice.

**D.** The protein expression of METTL3 in EIU mice.

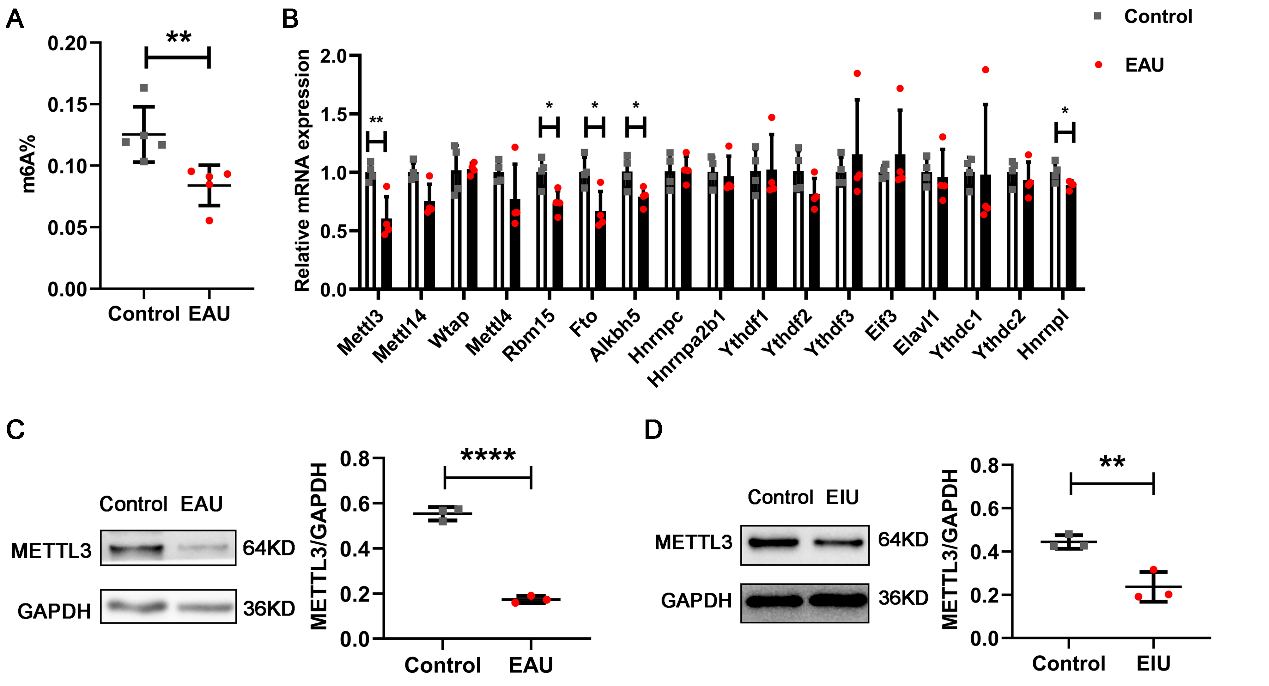

**Supplementary table 1 Primers for RT-qPCR.**

| **Genes** | **Species** | **Sequences (5’-3’)** |
| --- | --- | --- |
| METTL3 | Human | TTGTCTCCAACCTTCCGTAGT |
|  |  | CCAGATCAGAGAGGTGGTGTAG |
| β-ACTIN | Human | GGATGCAGAAGGAGATCACTG |
|  |  | CGATCCACACGGAGTACTTG |
| ETS1 | Human | GATAGTTGTGATCGCCTCACC |
|  |  | GTCCTCTGAGTCGAAGCTGTC |
| TLR4 | Human | AGACCTGTCCCTGAACCCTAT |
|  |  | CGATGGACTTCTAAACCAGCCA |
| SGK1 | Human | CATATTATGTCGGAGCGGAATGT |
|  |  | TGTCAGCAGTCTGGAAAGAGA |
| ANGPTL4 | Human | GGCTCAGTGGACTTCAACCG |
|  |  | CCGTGATGCTATGCACCTTCT |
| HLA-A | Human | AAAAGGAGGGAGTTACACTCAGG |
|  |  | GCTGTGAGGGACACATCAGAG |
| NR2F1 | Human | ATCGTGCTGTTCACGTCAGAC |
|  |  | TGGCTCCTCACGTACTCCTC |
| VEGFC | Human | GAGGAGCAGTTACGGTCTGTG |
|  |  | TCCTTTCCTTAGCTGACACTTGT |
| MAP1B | Human | ATCTCGACACTCTGCAAGATTCT |
|  |  | TGTTTCTAAAACGTCACTTCGGT |
| HLA-C | Human | CCATGAGGTATTTGTGGACCG |
|  |  | TCTCGGACTCTCGTCGTCG |
| LRP1 | Human | CTGACTGGCGAACAAACACA |
|  |  | ACGGTCCGGTTGTAGTTGAT |
| LIF | Human | TGAACCAGATCAGGAGCCAA |
|  |  | GCCAAGGTACACGACTATGC |
| LOXL2 | Human | GGGTGGAGGTGTACTATGATGG |
|  |  | CTTGCCGTAGGAGGAGCTG |
|  |  | GGTCCTTGTTGCCCATGATG |
| IRAK1 | Human | GCACCCACAACTTCTCGGAG |
|  |  | CACCGTGTTCCTCATCACCG |
| FURIN | Human | GCAAAGCGACGGACTAAACG |
|  |  | TGCCATCGTCCAGAATGGAGA |
| NR2F1-1 | Human | AAGCACTACGGCCAATTCAC |
|  |  | ACTTCTTGAGGCGGCAGTAT |
| NR2F1-2 | Human | ACCTTGTGTCTGTCTGGTGA |
|  |  | GGCTTCAGTCCACTTCCATATG |

**Supplementary table 2 Antibodies for western blotting.**

| **Antibody** | **Host** | **Manufacturer** | **Application** |
| --- | --- | --- | --- |
| METTL3 | Rabbit | abcam | 1:1,000 |
| GAPDH | Mouse | Proteintech | 1:10,000 |
| ZO-1 | Rabbit | Proteintech | 1:500 |
| Occludin | Mouse | Invitrogen | 1:1,000 |
| ETS1 | Rabbit | abcam | 1:1,000 |
| TLR4 | Rabbit | abcam | 1:1,000 |
| SGK1 | Rabbit | abcam | 1:500 |
| ANGPTL4 | Rabbit | abcam | 1:1,000 |
| NR2F1 | Rabbit | abcam | 1:1,000 |
| MAP1B | Rabbit | abcam | 1:1,000 |

How the deposited data were processed for this re-analysis (not part of the article)

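MeRIP-seq had been done on ARPE19 cells with METTL3 silenced (shMET) or with the negative control (shNC), all stimulated with 1 μg/ml LPS for 24 h. The sample labels give 3 m6A IP libraries and 1 input library per group, 8 libraries in all, and each was mapped to its group from the labels. According to the paper's methods, mRNA was cut into fragments of about 100 nt and pulled down with an anti-m6A antibody. The paper's text does not name the software for alignment, peak calling or the comparison, nor the thresholds, genome build or annotation. The authors deposited 1 table of differential peaks for the whole study, whose 18 columns have the names used by the R package exomePeak. The libraries of each group had been combined by the authors before deposit, so the table holds no value of a single library. The depth of the libraries, the spread between replicates and the effect of leaving out a replicate are therefore unknown, and no test between the groups was run.

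Each peak in the deposited table has a p-value that the authors computed for IP over input, which is 0 for 166 peaks, and a ratio, the fold enrichment of IP over input. The authors also gave the log2 fold change in m6A between the groups, and as negative scores the log10 of the p-value and of the q-value of that comparison. The columns with the log10 of the peak's own p-value and q-value hold 69 and 166 cells that a spreadsheet program had replaced by an error text, and these columns were not used. The largest log10 q-value of the comparison is -1.3 and the smallest absolute log2 fold change is 0.25, and the peaks that did not differ between the groups were not analysed here. Positions were turned into 1-based coordinates, and the width of a peak is the sum of its blocks. The median width was 419 nt (from 116 to 5574 nt), and 452 of the 1262 peaks had several blocks.

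The direction of the log2 fold change is not stated in the table. A rule set before the data were examined read it as shMET+LPS over shNC+LPS only if the peaks of the 15 genes of Fig. 4D carried one sign, and all 20 were negative. The result that all 15 genes have a lower peak is fixed by this rule and by the paper's choice of the genes. If the sign were the opposite, every direction given here would be turned round.

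Ensembl IDs in the table could not be matched to names by ID. Each ID was given the name of the only RefSeq gene, or the only protein-coding one, on GRCh38.p14 whose span contains all its peaks. Where no gene contained them, the only protein-coding gene that they touch was taken, a step added after the peak of SLC2A1 was found to reach past its span. The build of the table is not named, so the match was checked by shifting the positions. Of the 1103 IDs, 1044 (94.7%) lay inside a RefSeq gene, and 61.5% to 69.8% did after shifts of 10000, 50000 and 200000 bases to either side. A name was given to 1026 IDs, 90 of them sharing it with another ID, and 77 stayed without one. Strand was not used for naming, so an antisense ID can carry the name of its neighbour.

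Peaks and gene IDs were counted by direction, and shares were given 95% Wilson intervals, which cover counting error only. A gene with peaks of both directions was counted apart. The difference in median fold enrichment between lower and higher peaks was set against 10000 relabellings of the direction, drawn by gene. The share of relabellings with a difference as large describes the list and is no p-value of the experiment. Its calculation was tested on simulated data. In 100 simulations of 1262 peaks with 200 relabellings each, the share was under 0.05 in 5% of the simulations without a difference and in 100% of those with doubled enrichment. In simulations where only peak width differed, the difference in mean log2 fold enrichment was 0.948, and -0.007 within 5 groups of similar peak width. Width acted there only through these same groups, so the second value checks the calculation and not an effect of width inside a group.

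The alternatives set before the data were examined were an absolute log2 fold change of at least 1, a q-value at or under 0.01, a fold enrichment of at least 2, a width of at most 400 nt, 1 peak per gene, and the direction of a gene's peak with the smallest p-value. Keeping overlapping peaks once, with 1 shared base counting as overlap, was added after seeing the data. The genes named in the text were set beforehand as the 15 genes of Fig. 4D, 8 further genes (METTL3, FTO, OCLN, TJP1, IL1B, IL6, CXCL8 and METTL14), and the 5 peaks with the largest change in each direction among those with a q-value at or under 0.05 and a fold enrichment of at least 2. MYH9 and ENSG00000245532 were chosen after their values were seen. The peaks of 1 gene of Fig. 4D are counted in the totals and are not reported by themselves here. Shares of peaks by transcript region and near the stop codon, and the motif under the peaks, need a transcript annotation and a genome sequence and were not analysed here. The calculations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.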

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

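The peaks described here lie in genes that the paper does not discuss and have the largest changes or the smallest q-values of the list. The within-gene count with overlapping peaks kept once and the comparison of peaks on opposite strands were chosen after the results were seen. No library has values of its own in the table, so these peaks were not compared between replicates here. The paper's text does not say whether the authors kept only peaks that changed alike in the replicates.

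The largest fall was at an ID whose peak lies in the span of QPRT (ENSG00000103485, chromosome 16 from 29694998 to 29695834), with a log2 fold change of -5.57, a fold enrichment of 25.8 and q = 0.0132 in the authors' deposited table. The largest rise was at an ID whose peak lies in the spans of COL5A1 and LOC101448202 (ENSG00000130635, chromosome 9 from 134844123 to 134844543), with a log2 fold change of 5.64, a fold enrichment of 11.7 and q = 0.0195 in the authors' deposited table. For comparison, the second peak of NR2F1 had a much smaller change and a smaller q-value. Whether the changes at QPRT and COL5A1 rest on few reads in one group could not be tested, because the table gives no read counts, and no biological explanation was tested.

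Some of the largest changes are one region listed again. Among the 5 largest falls, IDs ENSG00000141524 and ENSG00000204282, both with peaks in the span of TMC6, share bases on the same strand and had log2 fold changes of -5.00 and -4.99 in the authors' deposited table. The other largest falls were at IDs whose peaks lie in the spans of RIMS2 (-4.85) and BCR (-4.80) in the authors' deposited table. Among the 5 largest rises, IDs ENSG00000121281 and ENSG00000166164, both with peaks in the spans of ADCY7 and BRD7, share bases on opposite strands and had 4.02 and 4.01 in the authors' deposited table. The other largest rises in the authors' deposited table were at IDs whose peaks lie in the spans of CTDP1 and CTDP1-DT (ENSG00000274828, minus strand, 4.37) and TBC1D2B (4.17). Over the 50 pairs of overlapping peaks on opposite strands, the median absolute difference in log2 fold change was 0.122, which is consistent with the same reads being counted for both IDs.

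The smallest q-value was at a peak of ENSG00000100345 on chromosome 22 from 36284260 to 36297133. Its whole stretch, gaps between blocks included, touches the spans of MYH9 and MIR6819. The log10 q-value of this peak was -276 in the authors' deposited table. The change itself was smaller than that of most lower peaks, with a log2 fold change of -0.812 against a median of -1.70 over the 910 lower peaks. This peak has 15 blocks and 2845 nt, against a median width of 360 nt for the lower peaks. Another listed peak of the same ID had a log2 fold change of -0.766 and a fold enrichment of 3.73 in the authors' deposited table. Whether the small q-value reflects the number of reads under a wide peak could not be tested, because the table gives no read counts, and no biological explanation was tested.

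The smallest q-value among higher peaks was at ENSG00000245532, whose peaks touch the span of NEAT1, and 1 of them that of MIR612, on chromosome 11. The peak from 65422774 to 65425406 had a log2 fold change of 0.32, a fold enrichment of 41.5 and q = 5.01e-52 in the authors' deposited table. A peak from 65422798 to 65425405 is the same region listed again, with a log2 fold change of 0.32. Further along the same ID, 3 peaks were lower, with log2 fold changes of -1.08, -1.15 and -1.07 and fold enrichments of 1.96, 1.98 and 3.35 in the authors' deposited table. The strongly enriched region thus rose while the weakly enriched ones fell within one ID. In the 24 genes with peaks of both directions, the higher peaks had the larger median fold enrichment in 17, against a mean of 11.9 when directions were shuffled within genes (share as large 0.0276). With overlapping peaks kept once, it was 13 of 20 genes (share as large 0.1064), so the pattern is not established within genes. The wide peak of ENSG00000245532 has 2633 nt. Over the list, the difference in mean log2 fold enrichment between higher and lower peaks was 0.67 among peaks of similar width, and for this single ID enrichment and width cannot be told apart.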

How the results depend on the processing

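Over 7 results, 30 alternative values were computed. Of the 26 that are shares or counts, 19 stayed within the interval of the share or within 1.5 times the count that was first obtained and 7 did not. The other 4 are differences in median fold enrichment, which kept their sign, from -3.56 to -13.9 against -14.0 first obtained. The overlapping peaks were kept once in a setting chosen after seeing the data.

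With an absolute log2 fold change of at least 1, the share of lower peaks rose to 78.3%, the genes with only higher peaks fell to 199 and the genes with peaks of both directions to 8. This limit removes 147 of the 910 lower peaks and 140 of the 352 higher peaks, which accounts for the rise. With a q-value at or under 0.01, the share of lower peaks was 74.6%, 200 genes had only higher peaks, 10 had peaks of both directions and 9 of the 15 genes of Fig. 4D kept a lower peak. This limit left 865 peaks and, since the share of lower peaks rose, removed a larger part of the higher ones. Why it did so was not tested.

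The share of lower peaks was 71.2% with a fold enrichment of at least 2 and 72.3% with overlapping peaks kept once. The number of genes with a differential peak ran from 764 (q-value at or under 0.01) to 1075 (fold enrichment of at least 2), and that of genes with only lower peaks from 554 to 744 under the same 2 limits. When a gene was given the direction of its peak with the smallest p-value, 777 were lower and 326 higher, and the number of genes with both directions has no value under that choice. The 15 genes of Fig. 4D kept a lower peak in 11 cases with an absolute log2 fold change of at least 1, in 14 with a fold enrichment of at least 2 and in 15 with overlapping peaks kept once. These counts show no stability of the direction, which was read from the same genes.

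The lower peaks had the smaller median fold enrichment under all 4 alternatives run for it, with differences of -11.9, -3.56, -13.7 and -13.9 for an absolute log2 fold change of at least 1, a width of at most 400 nt, 1 peak per gene and overlapping peaks kept once. In each, the share of relabellings as large was 0.0001, the smallest that 10000 relabellings can give.

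No paired analysis was possible because the table holds no values of single libraries. For the same reason no replicate was left out in turn and no other splits of the samples were made. The depth of the libraries is unknown, so it cannot be said which of the peaks rest on few reads. The alternatives for the shares of peaks in the 5´UTR, CDS and 3´UTR and near the stop codon, for the motif, and for the difference in 5´UTR share were not run, since they need a genome sequence and a transcript annotation.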

Other observations

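The tests of strand and of similar enrichment within a gene, and the within-gene count with overlapping peaks kept once, were chosen after the results were seen. Each pattern was found and tested on the same list of peaks, and the list holds only peaks that the authors called different.

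Peaks with higher m6A in the METTL3-silenced cells were the more enriched ones. The median fold enrichment of lower minus higher peaks was -14.0, and the share of lower peaks in 5 groups of rising fold enrichment was 92.5%, 88.9%, 77.0%, 58.7% and 43.5%. Several technical explanations were weighed. Peaks listed more than once did not account for it, since the difference was -13.9 with overlapping peaks kept once. The size of the change did not either, since the difference in mean log2 fold enrichment, higher minus lower, was 1.35 within 5 groups of similar absolute log2 fold change and 1.44 without them. Within 5 groups of similar peak width it was 0.67, with a share of relabellings as large of 0.0001. In simulated lists where only width differed, it was -0.007 within such groups. Width acted there only through these same groups, so that value was fixed by the setting. Without groups the simulated difference was 0.948, smaller than the observed 1.44. For both reasons the simulation does not exclude that width gave the 0.67. Among peaks of at most 400 nt, the difference in median fold enrichment, lower minus higher, was -3.56. The part of the difference that goes with width cannot be told apart from it, since it was not tested whether strong enrichment widens the called peaks. A difference between genes rather than between peaks is not excluded, since the higher peaks were the more enriched in 17 of 24 genes with both directions but in 13 of 20 with overlapping peaks kept once. The fold enrichment was read as covering both groups, so a fall in m6A lowers it and a rise raises it. Grouping by absolute change ignores the sign, so neither it nor the relabellings remove this link. How the authors scaled the IP libraries of the groups to each other is not named in the paper's text, and an effect of that scaling could not be tested without read counts. The paper measured less m6A in METTL3-silenced ARPE19 cells, so higher peaks may be higher only relative to other peaks. No biological explanation was tested.

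Peaks of different gene IDs often cover the same bases. There were 81 pairs of overlapping peaks, 76 of them between different IDs and 50 of those on opposite strands, and 95 peaks of 91 IDs had a partner on the opposite strand. All 50 opposite-strand pairs had the same direction, with a median absolute difference in log2 fold change of 0.122. In 1000 random sets of 50 pairs of the same directions, the median difference was 0.795 and the lowest was 0.421 (share as small 0.001). This suggests that reads were counted without regard to strand, so that an ID in this list may owe its peak to the gene on the other strand. No biological explanation was tested.

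Peaks of one gene tended to change together. Of the 121 IDs with several peaks, 24 had peaks of both directions, against a mean of 55.1 when the directions were shuffled over all peaks. When they were shuffled only among peaks of similar enrichment, the mean was 48.2 such genes, from 30 to 65 (share as few 0.0001). With overlapping peaks kept once, 20 of 105 IDs had both directions, against a mean of 41.1 (share as few 0.0001). Each group has 1 input library, and an error in the level of an mRNA in that input would move all peaks of its gene together. The table holds no input values, so this could not be tested, and the pattern cannot be told apart from it. The hypothesis that METTL3 dependence is a property of the whole transcript remains open.

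A further 8 genes were looked up by a list set before the data were examined, and METTL3, FTO, OCLN, TJP1, IL1B, IL6, CXCL8 and METTL14 have no peak in the list, and 0 peaks touch their RefSeq spans. This means only that no difference in m6A was called at them, since peaks without a difference were not analysed here.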
